A study of Nothobranchius furzeri with 68 samples.

How the data were processed

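Livers and muscles of the African turquoise killifish (Nothobranchius furzeri), a short-lived annual fish, were profiled by RNA sequencing of polyadenylated RNA. Fish were wild type (WT) or heterozygous (Het) for a perturbation of aprt, the gene of adenine phosphoribosyltransferase, an enzyme that makes AMP from adenine. The deposited values are raw counts per gene and library, and per the labels each library is one tissue of one fish. Whether the counting used the strand, the counting tool, the genome build and the annotation are not stated in the labels. Per the labels' protocols, liver and muscle libraries were prepared with different KAPA kits and sequenced single-end on different Illumina instruments, so tissue and library preparation cannot be separated. Feeding state, age, sex and genotype came from the labels. The fish number in the labels pairs the tissues, because the series' design text states that both came from the same fish.

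The liver counts covered 25065 genes and the muscle counts 25099 genes. Of 14280 gene identifiers made of LOC and digits, 5241 were given a symbol from a RefSeq gene table of assembly NfurGRZ-RIMD1, used only for names. No coordinates are given, because the build behind the counts is not stated. Genes that share reads with a near-identical copy, and overlapping or antisense genes, are uncertain, since the counting of such reads is not stated. There were 84 pairs of libraries within groups, and all differed by more than sampling noise, with a chi-square per degree of freedom of at least 15.05 (median 55.5). This argues against repeat sequencing of the same library, but does not test whether the fish are independent. Every library was counted as its own replicate, because per the labels each is one tissue of one fish.

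Counts were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, glmQLFit and glmQLFTest), with TMM size factors and genes kept by filterByExpr (minimum count 10, minimum total 15). This left 17406 genes in liver, 16380 in muscle and 18485 in the model of both tissues. Each tissue was fitted with 1 mean per group over all of its libraries, and each comparison was a contrast of group means. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. All adjusted p-values of single genes below are from this test unless another is named. Abundance is given in CPM, counts scaled with the TMM library sizes, and log2 CPM used a prior count of 2. The floor for folds against a group without signal was 3 counts. Total counts ran from 19949104 to 31600126 per liver library and from 24144462 to 31331150 per muscle library. At that depth a count of a few reads is well under 1 CPM, and intervals from counting do not cover the variation between fish.

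A fasting score was the mean, per fish, of log2 CPM over the genes called for fasting in young Het males, each signed by its direction of change. No mean was subtracted, so only differences in a score have a meaning, and its 0 has none. An age score was made in the same way from the genes called for age in fed WT males. Differences in scores were tested by exact two-sided permutation of labels. A total of 6 gene lists were fixed before the data were examined: fasting and fatty acid oxidation, fatty acid and sterol synthesis, purine metabolism, cell cycle, oxidative phosphorylation, and cytosolic ribosomal proteins. They were tested in 11 comparisons with camera in limma 3.58.1 (preset correlation 0.01), adjusted over all 66 tests, with fry and with camera at an estimated correlation as alternatives. Marker lists for leukocytes, exocrine pancreas and erythroid cells were written after the data had been seen.

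Genes were named by a rule. In each comparison these were the 2 largest rises and 2 largest falls among called genes with a symbol and an average log2 CPM of at least 1, without overlap between libraries where 2 groups were compared, together with aprt, vitellogenin, and up to 5 called genes of the fixed lists. Where fewer than 20 genes were called, the 2 with the smallest adjusted p were named. Not every gene that meets the rule is given in the text. By chance, 10% of genes separate 3 libraries from 3. The comparisons, their tests, this rule and most alternatives were set before the data were examined. Added afterwards were 5 differences between effects, the tests of the fixed lists without each library, the refits described in the closing section and the marker lists.

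The alternatives were DESeq2 1.42.0 with its own size factors, RLE size factors in edgeR, no filter on low counts, a fit of only the groups compared, each library left out in turn, and for the tissue difference a fit with the fish as a block. The steps were tested on simulated counts with known changes. Genes were drawn independently, with the means, library sizes and dispersion trend of the real libraries. No outlying fish and no correlation between genes were simulated, so the false calls and recovery need not hold for the real fish. In the simulated livers, edgeR recovered 78 of 196 changed genes with 2 false calls. This was 9 of 97 genes changed by 1 on the log2 scale and 69 of 99 changed by 2. For a difference between 2 effects it recovered 46 of 196. With no gene changed it made 0 calls, with 769 genes at an unadjusted p under 0.05. In the simulated muscles it recovered 103 of 197 with 5 false calls. DESeq2 recovered 88 of 196 in liver with 16 false calls.

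The numbers of the fish were checked as a pairing: over the 27 fish with both tissues, the deviations of liver and muscle from their group means correlated across genes, which are not independent replicates, with a mean r of 0.199, above 0 in 26 fish. No library was left out.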

Results

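Gene expression was measured in 68 libraries from 41 fish: 41 livers in 12 groups and 27 muscles in 8 groups. Fish were 6.5 weeks old (young) or 15 weeks old (old), WT or Het for aprt, male or female, and either fed ad libitum or fasted for 24 h. Fed fish were sampled only as male livers, and muscle came only from fasted fish. Groups held 3 fish, except 8 Het groups of 4. Total counts ran from 19949104 to 31600126 in liver and from 24144462 to 31331150 in muscle. The first 2 principal components took 25.3% and 17.6% of the variance in liver, and 21.4% and 10.6% in muscle.

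The targeted gene was examined first. aprt was lower in Het than in WT in all 10 comparisons of genotype within a tissue, age, sex and feeding state. In liver, fed old males had 23.0 ± 3.22 CPM in WT (SD, n = 3) and 12.3 ± 0.861 CPM in Het (SD, n = 4), a log2 fold change of -0.91 ± 0.212 (SE, edgeR adjusted p 0.00904). In fasted old males the levels were 16.5 ± 1.77 CPM in WT and 7.12 ± 1.30 CPM in Het (SD, n = 3 each), a log2 fold change of -1.21 ± 0.233 (SE, edgeR adjusted p 0.0161). These were the only comparisons of genotype in which aprt passed adjustment over all genes. The first was lost without WT replicate 5 (adjusted p 0.082), and the second without Het replicate 26 or 27 (adjusted p up to 0.0856). Adjusted over the list alone, that is over the 10 aprt tests, 9 passed and muscle of young females did not (log2 fold change -0.40, adjusted p 0.234). There, leaving out WT replicate 30 gave a change of 0.0049. In the library labelled Het replicate 21, an old female, aprt was at 11.92 CPM in liver, where the old WT females averaged 11.6 ± 1.07 CPM (SD, n = 3), and at 10.11 CPM in muscle, where they averaged 9.72 ± 1.81 CPM (SD, n = 3).

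**Figure D1:**
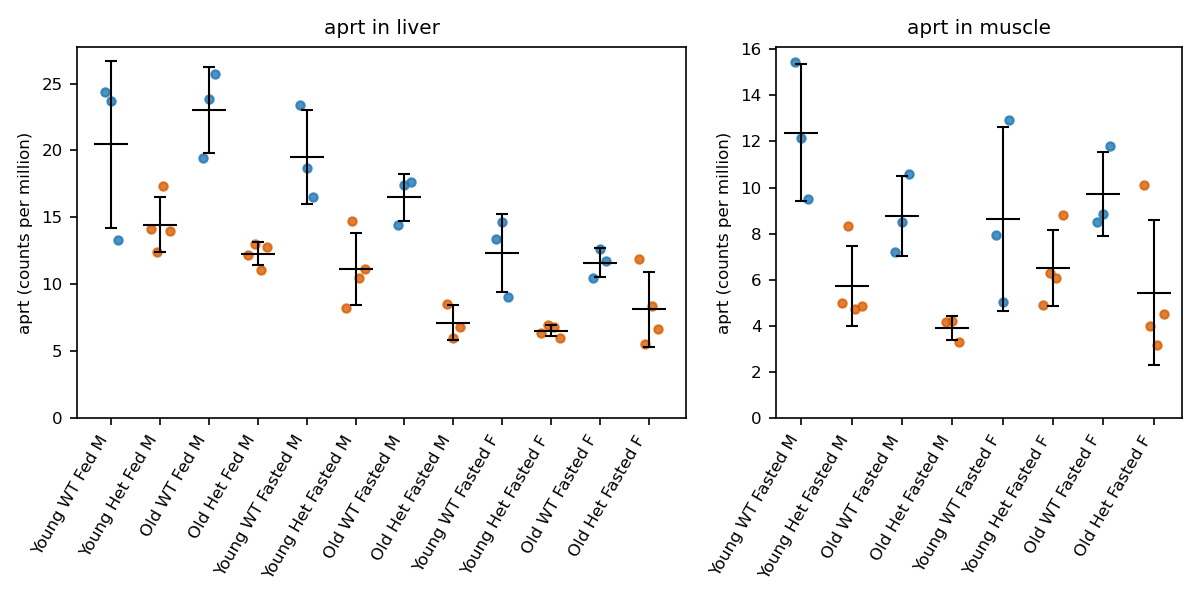
Expression of aprt in CPM (vertical axes) in each library, by group (horizontal axes), in liver (left) and muscle (right). Points are fish, WT in blue and Het in orange; black marks are means with SD. Het means lie below the WT means of the same age, sex and feeding state, from 23.0 against 12.3 in old fed males to 8.64 against 6.52 in muscle of young females, and single libraries overlap in several groups.

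The response of the liver to a 24 h fast was measured in males of each age and genotype. Fasting changed 1854 genes in young WT males (1134 higher, 720 lower), 2352 in young Het males (1113 higher, 1239 lower), 5033 in old WT males (2321 higher, 2712 lower) and 5528 in old Het males (2683 higher, 2845 lower). The alternative that moved this family most was a fit of only the groups compared, which gave 943 genes in old WT males. The count in young WT males fell to 813 without fasted replicate 33, and in young Het males to 1357 without fasted replicate 38. A total of 431 genes were called in all 4 responses, where independent calls would give 23, and 430 of them changed in the same direction. No 2 of the 4 responses used the same libraries.

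In young WT males, sgk1 rose from 28.4 ± 9.56 to 862 ± 561 CPM (SD, n = 3 each, log2 fold change 4.92 ± 1.09, SE, adjusted p 0.00333), and depdc7 rose from 0.513 to 25.1 CPM (log2 fold change 5.61, adjusted p 0.00211). gck, the gene of glucokinase, fell from 114.5 ± 116.2 to 0.615 ± 0.748 CPM (log2 fold change -7.47 ± 1.54, SE, adjusted p 0.00186). tcnba (LOC107380806) was at least 301-fold lower, with 0 counts in the fasted fish, but its fed mean of 27.99 ± 48.21 CPM varied widely, and the call was lost in 4 of 6 fits that left out a library. Of the fixed lists, insig1 (3.87), foxo1 (3.12), tat (2.94) and sesn2 (LOC107394782, 2.75) rose in young WT males and held in all 6 such fits. In young Het males the largest rises were lck (log2 fold change 4.53) and scg3 (4.08; adjusted p 0.0768 without fasted replicate 38), and the largest falls mvk (-4.96) and aacs (-4.90), with falls of the list genes fdps (-4.37), ndufb2 (-0.93) and uqcrq (LOC107375097, -0.84). In old WT males arg2 (5.99) and klf9 (5.97) rose and gck (-7.70) and cdca7 (-4.30) fell. The list genes gpam (-1.95), ndufb2 (-1.21), ndufv3 (LOC107389546, -1.02), uqcrq (-0.97) and cox6a1 (LOC107393582, -0.94) fell. The calls of gck and cdca7 were lost when only these groups were fitted. In old Het males wnt16 (8.32) and arg2 (8.18) rose, and lss (-6.55) and leap2 (LOC107377007, -6.38) fell. Among list genes, tat (3.44) rose and acadl (-1.68), cox6a1 (-1.005) and uqcrq (-0.95) fell. aprt itself fell with fasting in old Het males (-0.79 ± 0.220, SE, adjusted p 0.00654) and was not called in the other 3 responses (-0.48 to -0.07; smallest adjusted p 0.116, in old WT males).

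Among the fixed lists, 29 of 66 tests passed with camera at its preset correlation, 10 with fry, all among the 29, and 0 at an estimated correlation. Cell cycle genes fell with fasting in old WT males by a mean of -2.62 on the log2 scale (camera adjusted p 1.64e-14, fry 5.13e-05), in old Het males by -1.67 (fry 0.00378) and in young Het males by -1.09 (fry 0.0422). Of the 29 cell cycle genes tested, 26 were called lower in old WT males over all genes and 27 when adjusted over the list alone. Fatty acid and sterol synthesis genes fell in young Het males (mean -1.67, fry 0.00202), old WT males (-1.76, fry 0.00611) and old Het males (-1.39, fry 0.0186). Without 1 library, fry no longer passed for cell cycle genes in young Het males in 6 of 8 fits (adjusted p up to 0.111) or for synthesis genes in old Het males in 3 of 7 (up to 0.0796, without fed replicate 14). In young WT males their mean change was -0.046 (camera adjusted p 0.835), from -0.245 without fasted replicate 32 to 0.0644 without fed replicate 47. There, fasting and fatty acid oxidation genes rose (mean 0.85, camera adjusted p 0.00811) and cell cycle genes fell (-0.68, camera adjusted p 0.00991), neither passing with fry (0.092 and 0.408). The fall was lost without fed replicate 45 (-0.53, camera adjusted p 0.0696). Oxidative phosphorylation genes fell in all 4 responses by camera, by means from -0.17 in young WT males to -0.42 in old Het males, and only the last passed with fry (0.0111, or 0.0919 without fasted replicate 26). In old WT males the mean was -0.31, and -0.14 without fasted replicate 18 (camera adjusted p 0.066). Purine metabolism genes, which include aprt, passed in none of the 4 responses (smallest camera adjusted p 0.332, in young Het males).

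Whether the fasting response differed between old and young WT males was tested as a difference of the responses. It was called for 3 genes (1826 at an unadjusted p under 0.05), of which mcm7 (log2 difference -4.09 ± 0.647, SE, adjusted p 0.00722) and gmnn (-2.97 ± 0.504, SE, adjusted p 0.0126) had the smallest p. The third was anxa5 (3.31, adjusted p 0.0145), named after its values were seen. mcm7 was at 36.8 ± 7.23 CPM in fed and 6.36 ± 1.45 CPM in fasted old WT males, and at 2.00 ± 0.353 and 5.89 ± 0.453 CPM in the young (SD, n = 3 each). The count was 28 without fasted old replicate 18, and the call of gmnn was lost in 3 of 12 fits that left out a library. Cell cycle genes (mean -1.93, fry 0.0196) and synthesis genes (mean -1.71, fry 0.0489) differed as lists, and oxidative phosphorylation genes by camera alone (mean -0.14, camera adjusted p 0.00192). With fry, cell cycle genes no longer passed without fasted old replicate 19 (adjusted p 0.0853), nor synthesis genes in 10 of 12 fits that left out a library. The oxidative phosphorylation genes lost their camera call in 4 of 12 fits and ran from -0.29 without fed old replicate 4 to 0.03 without fasted old replicate 18. The fasting score rose by 0.622 in young WT and by 0.986 in old WT males, a difference of 0.36 (exact two-sided permutation p 0.375, 400 permutations).

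The difference in fasting response between Het and WT old males was called for 218 genes (99 higher, 119 lower). The count moved by over 1.5 times in 12 of 13 fits that left out a library, from 6 without fed WT replicate 5 to 1543 without fasted WT replicate 18. hdac4 rose with fasting from 2.53 ± 0.679 to 57.4 ± 27.9 CPM in WT (SD, n = 3 each), while in Het it was at 32.5 ± 11.5 CPM fed (SD, n = 4) and 47.5 ± 12.7 CPM fasted (SD, n = 3), a log2 difference of -3.96 ± 0.774 (SE, adjusted p 0.0136, or 0.0777 without fed WT replicate 5). The other genes named by the rule lost their call in most fits that left out a library: tcnba in 9 of 13, si:ch211-11k18.4 (LOC107376684) in 11, cyp27b1 (LOC107385653) in 11, impdh2 in 10 and pdk4 in 8. Lists passed by camera for cell cycle (mean 0.94) and ribosomal proteins (-0.23), and neither with fry. The cell cycle mean ran from 0.45 without fasted WT replicate 19 (camera adjusted p 0.114) to 1.47 without fed Het replicate 14. The ribosomal list lost its call in 4 of 13 fits and ran from -0.61 without fasted WT replicate 18 to 0.07 without fasted WT replicate 20. The fasting score rose by 1.09 in old Het males, 0.11 more than in old WT males (exact two-sided permutation p 0.757, 700 permutations). Without fasted WT replicate 18 the difference was -0.06.

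**Figure D2:**
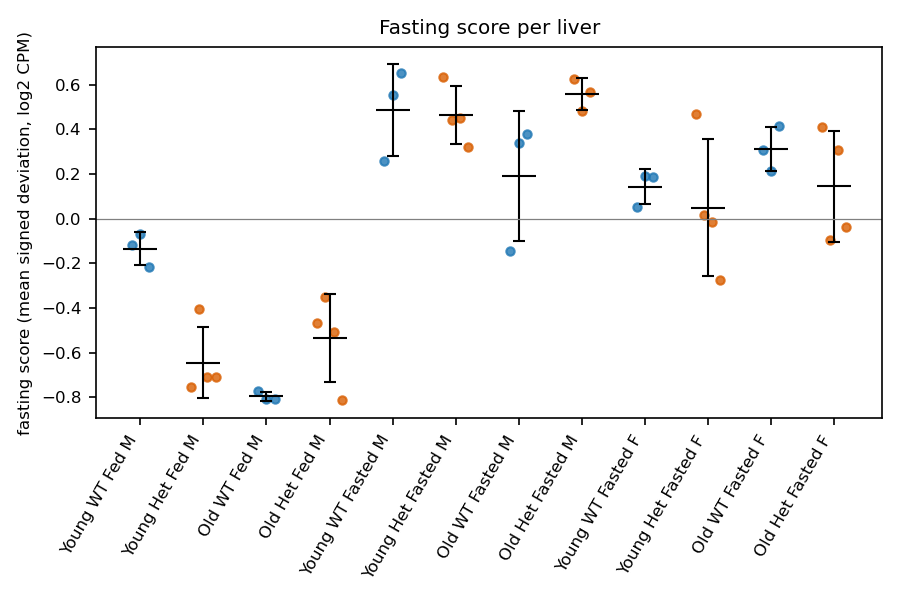
Fasting score of each liver (vertical axis, mean signed log2 CPM over 2352 genes called for fasting in young Het males), by group (horizontal axis). The axis label calls the score a deviation, but no mean was subtracted, so the line at 0 is not an average level. Points are fish, WT in blue and Het in orange; black marks are means with SD. Fed males lie at or below a mean of -0.13 and fasted males at or above a mean of 0.19, with fasted females between 0.05 and 0.31; the young Het males chose the genes, so their own separation is not independent.

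In young males, the difference in fasting response between Het and WT was called for 267 genes (88 higher, 179 lower), or 98 without fasted WT replicate 32 and 564 when only these groups were fitted. This test was added after the data were examined.

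The effect of the genotype on liver was called in 1010 genes in young fed males (484 higher in Het, 526 lower) and in 1276 in old fed males (601 higher, 675 lower). The first count was 523 without WT replicate 46 and 2232 when only these groups were fitted. The second was 75 without WT replicate 5 and 2229 without Het replicate 14. In young fed males, mfsd2a was at 177 ± 41.8 CPM in Het (SD, n = 4) and 11.1 ± 3.42 CPM in WT (SD, n = 3, log2 fold change 4.00 ± 0.618, SE, adjusted p 0.00015). ypel3 (LOC107376679, 3.23) was also higher, and osgn1 (LOC107385065, -3.50) and g3bp1 (-2.93) were lower. These calls held in all 7 fits that left out a library, as did those of the list genes fdps (3.87), fdft1 (3.64), mvd (3.12), mcm7 (2.22) and srebf2 (2.19). Synthesis genes averaged 4.03 to 4.42 log2 CPM in these WT fish, where fasted young WT males were at 3.95 to 4.55. Het fish 53 was at 3.95, and the other Het fish between 5.89 and 6.29. Feeding state can thus not be told apart from genotype for these genes. In old fed males hdac4 was higher (3.68 ± 0.587, SE, adjusted p 0.00069) and held in all 7 such fits. fbxl2 (3.27) was higher, and odc1 (-3.29) and hspa5 (-2.92) were lower. Of these, odc1 and hspa5 each lost their call in 4 of 7, and fbxl2 without WT replicate 5 (adjusted p 0.118). Of the list genes other than aprt, gck (-5.20) lost its call without WT replicate 4 (adjusted p 0.361), gpam (-0.81) without WT replicate 5 (adjusted p 0.133), and aurkb (LOC107379320, -1.72) and acacb (1.09) in 3 of 7 fits each. The genotype effect differed between old and young fed males in 48 genes (24 higher, 24 lower), or 0 without young WT replicate 46 and 658 without old Het replicate 14. This difference was tested after the data were examined. Cell cycle genes were lower in old fed Het males as a list (mean -1.66, camera adjusted p 2.56e-14, fry 0.00378), and ribosomal protein genes were higher by camera alone (mean 0.30, camera adjusted p 5.25e-07). The latter mean was 0.125 without WT replicate 4 (camera adjusted p 0.0555) and 0.53 without WT replicate 6. The cell cycle level of single fish overlapped, from 0.94 to 3.52 log2 CPM in Het and from 3.37 to 3.8 in WT. Cell cycle genes also fell with fasting, so feeding state is not excluded as a part of this difference.

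In fasted livers the genotype was called in 0 genes in young males (858 at an unadjusted p under 0.05, where 870 are expected by chance), 132 in old males (62 higher, 70 lower), 0 in young females (1374 at an unadjusted p under 0.05) and 353 in old females (180 higher, 173 lower). The counts in old fish were 0 in both sexes when only the groups compared were fitted. They fell to 6 without Het replicate 25 in males and to 6 without WT replicate 17 in females, where leaving out WT replicate 16 gave 577. In old males flnc was at 39.1 ± 6.75 CPM in Het and 6.39 ± 1.38 CPM in WT (SD, n = 3 each, log2 fold change 2.61 ± 0.261, SE, adjusted p 3.46e-07). It held in all 6 fits that left out a library, and was lost when only these groups were fitted. si:dkey-97m3.1 (LOC107386405, 2.35) behaved in the same way. leap2 (-5.19) and prrt4a (LOC107388877, -3.47) were lower and lost their calls in 4 of 6 fits each. Of the purine genes, impdh1b (LOC107385731, 1.82) was called higher and aprt, gda (-1.01) and atic (-0.81) lower. Of these, gda lost its call in 4 of 6 fits and impdh1b and atic in all 6, as pdk4 (-0.81), a fasting gene, did in 4. By camera alone, cell cycle genes were lower in Het in old fasted males (mean -0.72, camera adjusted p 0.000281) and females (mean -0.69, camera adjusted p 0.00176), and fasting and fatty acid oxidation genes in old fasted females (mean -0.88, camera adjusted p 0.00991). The first was -0.19 without WT replicate 18 (camera adjusted p 0.445) and -1.21 without WT replicate 19, and the last lost its call in 3 of 7 fits (camera adjusted p up to 0.116, without Het replicate 22). The age score of fasted old males was lower in Het by -0.27, with an exact two-sided permutation p of 0.5 over 20 permutations, where 3 fish against 3 cannot go below 0.1. Without WT replicate 18 the difference was -0.02. The age score does not measure age alone: old WT males averaged 1.21 fed and -0.07 fasted, and young fed Het males averaged 0.16.

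In old fasted females, sesn1 was at 40.7 ± 18.7 CPM in Het (SD, n = 4) and 217 ± 137 CPM in WT (SD, n = 3, log2 fold change -2.42 ± 0.388, SE, adjusted p 0.0046, or 0.0564 without WT replicate 17). igfbp1a (LOC107393048, -4.48) and sgk1 (-3.88) were lower, each lost in 4 of 7 fits that left out a library. znf668 (LOC107388076, 2.27, adjusted p 0.0573 without WT replicate 15) was higher. The list genes irs2 (-1.90), sesn2 (-2.31) and insig1 (-2.17) were lower and lost their calls in 4, 5 and 5 of 7 fits. The genotype effect differed between old and young fish, in tests added after the data were examined, in 166 genes in fasted females (128 higher, 38 lower) and in 1 gene in fasted males (2227 at an unadjusted p under 0.05). These counts were 14 without young WT female replicate 29 and 508 without young WT male replicate 31, and 0 in both sexes when only these groups were fitted. The genotype effect differed between old fasted males and females in 812 genes (444 higher, 368 lower), or 85 without WT female replicate 17 and 1785 without WT female replicate 16, and 12 when only these groups were fitted. leap2 had a log2 difference of -7.76 ± 1.36 (SE, adjusted p 0.00342) and kept its call in all 13 fits that left out a library, as did pdk4 (-1.14). Both were lost when only these groups were fitted. igfbp1a (6.31) lost its call only without WT female replicate 17 (adjusted p 0.051), as did sesn1 (2.64, 0.0622), impdh1b (2.68, 0.0689) and insig1 (3.46, 0.0528). cyp27b1 (LOC107385653, -4.69) lost its call in 3 of 13 fits and ucn3l (LOC107385454, 7.45) in 8.

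**Figure D3:**
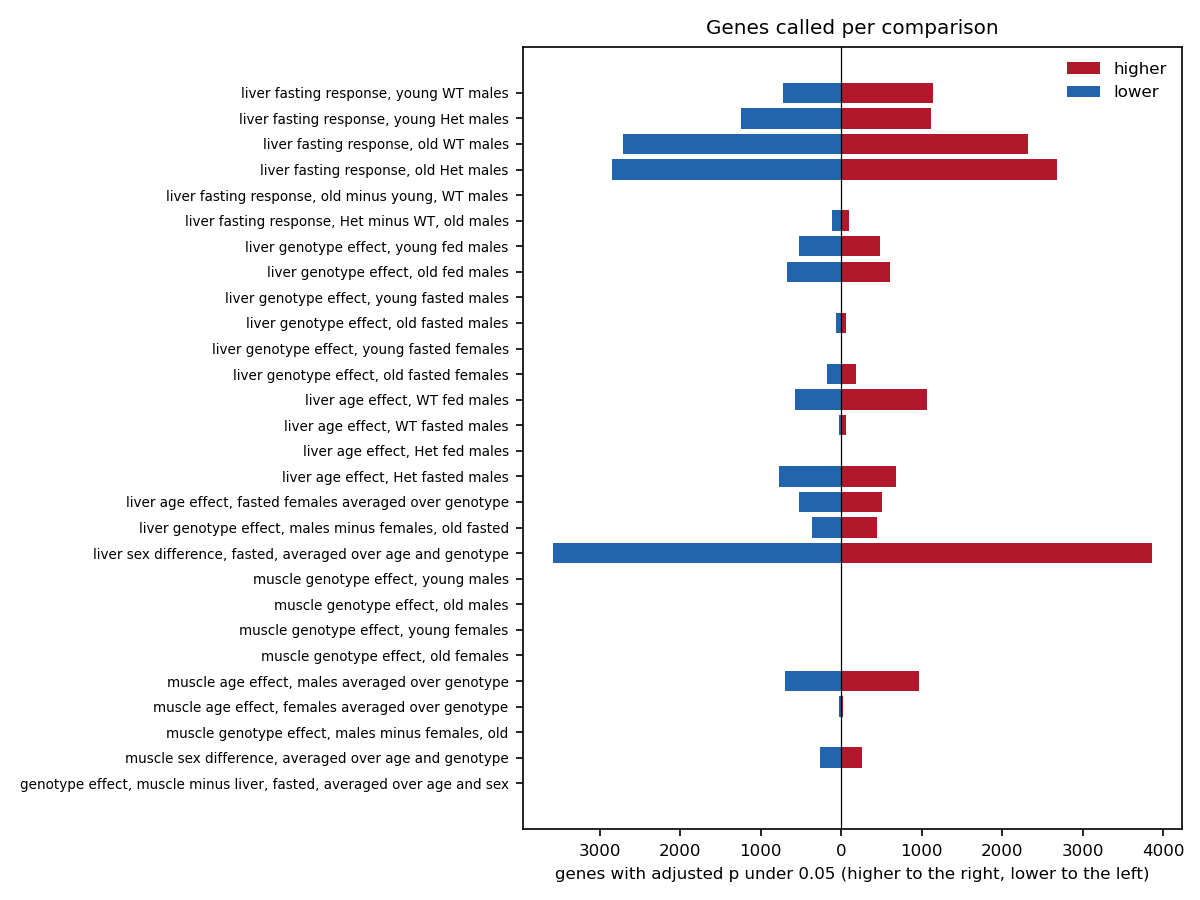
Number of genes called at an adjusted p under 0.05 (horizontal axis), higher to the right in red and lower to the left in blue, for the 28 comparisons set before the data were examined (vertical axis). The sex difference in liver had 7434 genes and the fasting response of old Het males 5528, while the genotype in muscle had 0 in each group.

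Age was compared in livers of males by genotype and feeding state, and in fasted females over both genotypes. It changed 1641 genes in fed WT males (1067 higher in old fish, 574 lower), 87 in fasted WT males (59 higher, 28 lower), 0 in fed Het males (1633 at an unadjusted p under 0.05), 1446 in fasted Het males (678 higher, 768 lower) and 1035 in fasted females (506 higher, 529 lower). The count in fed WT males was 616 without young replicate 46 and 3212 when only these groups were fitted. In fasted WT males it ran from 5 without young replicate 32 to 1178 without old replicate 20. It fell to 573 in fasted Het males without young replicate 39 and to 392 in females without old WT replicate 17, and rose to 2001 in females without young Het replicate 34.

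In fed WT males mcm7 rose from 2.00 ± 0.353 to 36.8 ± 7.23 CPM (SD, n = 3 each, log2 fold change 4.20 ± 0.498, SE, adjusted p 1.96e-05), and hdac4 fell by 3.34 on the log2 scale (adjusted p 0.000726); both held in all 6 fits that left out a library, as did the list genes mcm6 (4.43), pola1 (4.30), mcm3 (3.66) and cdk1 (3.46). cldc1 (LOC107379482, 13.09) and prodha (LOC107373658, 5.73) rose but varied widely between old fish and lost their calls in 5 and 4 of 6 fits, and egr1 (-2.89) lost its call without young replicate 45 (adjusted p 0.0845). In fasted WT males plk1 (3.57) and frem2b (LOC107380229, 3.27) rose and angptl4 (-4.34), taf8 (-3.43) and the list gene cpt1b (-2.49) fell. frem2b lost its call without young replicate 32 (adjusted p 0.0826), angptl4 without old replicate 18 (adjusted p 0.0556), and cpt1b, taf8 and plk1 in 2, 3 and 4 of 6 such fits. In fasted Het males arg2 (5.25) and igfbp1a (4.96) rose, and leap2 (-5.46), angptl4 (-4.64) and cpt1b (-3.58 ± 0.475, SE, adjusted p 1.77e-05) fell, as did cpt2 (-1.59), acadl (-1.52), hadhb (-1.09) and pdk4 (-1.08), and all of these held in all 7 such fits. vtg3 (LOC107392704) was called higher (2.37, adjusted p 0.0472) and lost its call in 6 of 7. In females vsx1 (LOC107372549) was at 0.0929 CPM in young WT fish, under the floor, and at least 94-fold higher in old WT fish. The difference was smaller in Het females, at 0.8332 CPM in young and 10.16 CPM in old fish. avpi1 (LOC107375339, 3.56) rose, and col10a1b (LOC107384801, -3.32) and csgr04h6orf58 (-2.75) fell, the last 2 lost in 5 and 2 of 14 fits. Among list genes acly (1.21), sesn1 (1.06) and pdk4 (0.53) rose and rrm2b (LOC107394698, -0.39) fell. Here sesn1 lost its call in 2 of 14 fits and the others in none.

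Sex was compared in fasted livers over age and genotype, as a check of the labels and of scale. It changed 7434 genes (3859 higher in males, 3575 lower). vtg3 (LOC107392704), a vitellogenin gene that codes for egg yolk protein, was between 17460 and 102000 CPM in the 14 female livers and at most 1.85 CPM in the 27 male livers, so no library went against its label of sex. b3gat1a (LOC107380714) was also lower in males; against old WT males, who were under the floor, old WT females were at least 6500-fold higher. sapcd1 was higher in males, at least 50.2-fold in young WT males against young WT females, who were under the floor. cldc1 (LOC107379482) was called higher in males and lost its call in 3 of 27 fits. It varied widely between males, from 0.3896 to 4560 CPM among old WT males, and young WT males averaged 0.181 CPM. Of the list genes, cpt1b (-3.90), rpl12 (-1.41), rps12 (-1.41), rpl38 (LOC107387694, -1.32) and rps24 (-1.32) were lower in males, and aprt was higher (0.43 ± 0.110, SE, adjusted p 0.00202). The 50 most abundant genes took 35.5% to 44.9% of liver counts on average in groups of males and 54.1% to 61.8% in groups of females.

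In muscle the genotype was called in 0 genes in young males (945 at an unadjusted p under 0.05, where 819 are expected by chance), in 0 in old males (1472), in 0 in young females (1097) and in 0 in old females (1255). In old males the count was over 0 in 5 of 6 fits that left out a library: 1 without WT replicate 18, 7 without WT 19, 8 without WT 20, 30 without Het 27 and 164 without Het 26. By camera, ribosomal protein genes were higher in old Het males (mean 0.54, 77 of 78 genes higher, adjusted p 2.09e-32) and lower in old Het females (mean -0.25, adjusted p 3.72e-11), and neither passed with fry (0.119 and 0.46). Their means were 0.82 without male WT replicate 20, and -0.11 and -0.41 without female WT replicates 16 and 15. Purine metabolism genes, the list that holds aprt, were higher in old Het males (mean 0.20, camera adjusted p 0.007, 21 of 30 genes higher) and lower in old Het females (mean -0.14, camera adjusted p 0.00629, 10 of 30 higher). Cell cycle genes were lower in both (means -0.43 and -0.48, camera adjusted p 0.000191 and 1.18e-05), and synthesis genes were higher in old Het males (mean 0.30, camera adjusted p 0.0337). In old males the purine list lost its camera call in 3 of 6 fits that left out a library (mean 0.07 without Het replicate 25) and the synthesis list in all 6 (mean 0.17 without WT replicate 20). None of these passed with fry (smallest 0.111). The differences of these list values between the sexes were not tested. The genotype effect differed between old males and females in 0 genes (1518 at an unadjusted p under 0.05).

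Age changed 1661 genes in muscle of males (967 higher, 694 lower) and 51 in muscle of females (23 higher, 28 lower). The count in males was 629 without old WT replicate 18, 3555 without old WT replicate 20 and 204 when only these groups were fitted. The difference between the sexes was called in 0 genes (1288 at an unadjusted p under 0.05), so the age effect was not shown to differ between them. cox4i2 (LOC107391442) rose with age in both sexes, by 1.24 ± 0.180 in males (adjusted p 0.00066) and 1.29 ± 0.176 in females (log2 fold change, SE, adjusted p 0.000555), in every fit that left out a library. In males cdo1 (5.30) and c3 (4.83) rose and actc1a (LOC107377808, -2.88) and cilp2 (-2.04) fell. Here c3 lost its call in 2 of 13 fits and the others in none. The list genes ampd3 (1.15) rose and cpt1b (-1.23), angptl4 (-1.20) and cpt1ab (LOC107389018, -1.12) fell, in all 13 fits. In females mark4 (-1.18) held in all 14 fits, cpz (LOC107393301, -1.07) lost its call in 2, tspan36 (LOC107394068, 1.95) in 7 and swap70 (1.497) in 13.

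Sex changed 524 genes in muscle (262 higher in males, 262 lower), or 272 without young WT female replicate 29 and 947 without old WT male replicate 20. hpx was higher in males and vtg3 lower, and both held in all 27 fits that left out a library. Against young Het females, who were under the floor, hpx was at least 7.63-fold higher in old WT males, where it ran from 0.2041 to 1.55 CPM. The mean of old Het males, 219.3 ± 377.4 CPM (SD, n = 3), rested on a library at 655.1 CPM. Against young WT males, also under the floor, vtg3 was at least 66.9-fold higher in old WT females, whose libraries ran from 4.391 to 12.69 CPM. It varied widely in the other female groups, from 0.03901 CPM in young WT female replicate 29, at the level of males, to 173.1 CPM in old Het female replicate 23. In female livers vtg3 was between 17460 and 102000 CPM, so RNA carried over from liver is not excluded as the source of its signal in muscle. For hpx the source was not tested either. The list genes cpt1b (-0.77), cpt1ab (-0.66), cpt2 (-0.57), hadha (-0.54) and adss2 (LOC107375820, -0.37) were lower in males, and hadha lost its call without young WT female replicate 29 (adjusted p 0.0502). Of the other named genes, ssh2b (LOC107386857, 1.73) and csf1ra (LOC107375663, -1.57) lost their calls in 19 and 21. The genotype effect differed between muscle and liver of the fasted fish in 0 genes (1502 at an unadjusted p under 0.05, where 924 are expected by chance). For aprt the difference between the tissues was -0.04 ± 0.214 on the log2 scale (SE, adjusted p 1), and ran from -0.14 without young WT female 29 to 0.10 without young WT female 30. Leaving out young Het female 35 gave 6 genes.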

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

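The differences in 3, 218 and 812 genes and the counts over other splits of the libraries were set before the results they measure were seen, while the differences in 48, 1, 166 and 267 genes, the refits and the tests on fish 39 and 53 were chosen after.

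The fasting response in liver differed between groups in 3 tests of the difference itself. Old minus young WT males differed in 3 genes (1826 at an unadjusted p under 0.05), with as many or more genes in 16 of 100 splits; the count ran from 1 without fed old replicate 5 to 28 without fasted old replicate 18. Het minus WT old males differed in 218 genes, with as many or more in 18 of 100 splits, and in 6 genes without fed WT replicate 5 or 1543 without fasted WT replicate 18. Het minus WT young males differed in 267 genes, with as many or more in 1 of 100 splits, and in 98 genes without fasted WT replicate 32. After drawing all libraries down to the smallest, the counts were 2, 190 and 216. Without the 50 most abundant genes they were 3, 222 and 257. With the leukocyte value as a covariate they were 3, 395 and 369, and with the exocrine pancreas value 3, 291 and 243. For the differences in 218 and 267 genes, the refits argue against library depth, abundant genes or RNA of these cell types as the whole cause. For the first, 3 genes are too few to tell. The splits argue against the grouping of the fish by chance for Het minus WT young males, where the other splits gave at most 111 genes, and leave it open for the differences in 3 and 218 genes. An effect of age or genotype stays open for all 3, as untested, and so does the feeding state of the fish labelled fed. Fatty acid and sterol synthesis genes averaged 4.03 to 4.42 log2 CPM in fed young WT males and 3.95 to 4.55 in fasted ones. The fasting scores of these males did not overlap, at most -0.068 in fed and at least 0.2566 in fasted fish. For synthesis genes, the fed old Het males 12 and 13 were at 4.23 and 4.16, and 11 and 14 at 5.37 and 6.39.

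The genotype effect in liver differed between groups in 4 tests. Males minus females among old fasted fish gave 812 genes, with as many or more in 2 of 100 splits, and 85 genes without WT female replicate 17 or 1785 without WT female replicate 16. Old minus young fish gave 48 genes in fed males, with as many or more in 3 of 100 splits, 1 gene in fasted males (2227 at an unadjusted p under 0.05), with as many or more in 24 of 100 splits, and 166 genes in fasted females, with as many or more in 2 of 100 splits. Without young WT replicate 46 the count in fed males was 0, without young WT replicate 31 that in fasted males was 508, and without young WT replicate 29 that in fasted females was 14. In the order of these 4 tests, the counts were 776, 58, 1 and 153 with libraries drawn down to the smallest and 841, 63, 1 and 152 without the 50 most abundant genes. They were 1047, 67, 3 and 209 with the leukocyte value as a covariate and 730, 23, 1 and 87 with the exocrine pancreas value. The first refits argue against depth, abundant genes and leukocyte RNA as the whole cause of the 812, 48 and 166 genes. RNA of exocrine pancreas may be part of the differences in 48 and 166 genes, which fell to 23 and 87, though a covariate also costs a degree of freedom, and only 7 of the 29 pancreas genes were tested. For the 1 gene no refit decides. An effect of sex or age on the response to genotype stays open, as does the feeding state of the fed males for the 48 genes.

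In 18 tests of groups of 4 fish, 2 fish lay farther from the rest than the Dixon test allows at the 95% level, where 0.9 are expected by chance. In muscle, aprt of the young Het male 39 was at 8.347 CPM, and the other 3 fish of its group were between 4.733 and 4.99. Drawing libraries down to the smallest left the gap at 0.873, above the critical value, which argues against depth. A mislabelled genotype cannot be told apart from variation between fish, since no other measure of genotype was used here. In liver, aprt of this fish was at 14.73 CPM, below the lowest of the young fasted WT males at 16.5. It was also above the other young fasted Het males, which were between 8.253 and 11.16. No biological explanation was tested.

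The fasting score of the young Het fed male 53 was -0.4068, and those of the other 3 fish of its group were between -0.753 and -0.7089. The gap was 0.877 with libraries drawn down, above the critical value, which argues against depth. Its fatty acid and sterol synthesis genes averaged 3.95 log2 CPM, where the fasted young Het males were between 3.83 and 3.97 and the other fed young Het males between 5.89 and 6.29. Low levels were not particular to this fish: the fed young WT males were at 4.03, 4.14 and 4.42, and the fed old Het males 12 and 13 at 4.23 and 4.16. The feeding state of this fish cannot be told apart from other variation between fish, since the score holds genes of this list and only 1 library is concerned.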

How the results depend on the processing

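Of the 160 results for single genes named by the rule, 90 kept their direction and their side of the threshold in every setting tried. In the settings other than leaving out a library, 49 became weaker and 1 stronger; without 1 library, 58 became weaker and 1 reversed. DESeq2 gave no adjusted p for 6. Of the 33 counts of genes, those outside 1.5 times the count given were 1 with RLE size factors, 7 without a filter, 24 with DESeq2 and 16 of 32 when only the groups compared were fitted. RLE size factors moved the median of all genes by at most 0.0429 on the log2 scale. The 5 differences between effects added after the data were examined had their alternatives chosen then as well. Why a count moved was not tested, except that leaving out a library or groups leaves fewer samples.

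With RLE size factors, the difference of the liver genotype effect between old and young fasted males was called in 5 genes. Without a filter, counts fell to 80 for the fasting response of Het minus WT in old males, 52 and 208 for the liver genotype effect in old fasted males and females, and 535 for its difference between the sexes. They fell to 24 and 64 for the genotype effect of old minus young fish in fed males and fasted females, and to 174 for the fasting response of Het minus WT in young males.

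DESeq2 called 115 genes for the fasting response of old minus young WT males, 853 for Het minus WT in old males and 553 for Het minus WT in young males. For the liver genotype effect it called 1926 in old fed males, 5 in young and 580 in old fasted males, 30 in young and 648 in old fasted females, and 1558 for males minus females. For old minus young fish it called 287 in fed males, 168 in fasted males and 458 in fasted females. For age in liver it called 1001 in fasted WT males, 76 in fed Het males and 2177 in fasted Het males. In muscle it called 2, 55, 9 and 21 for the genotype in young males, old males, young females and old females, 29 for the difference between the sexes, 192 for age in females, 2 for age in males minus females and 1074 for sex. It called 88 for the difference between tissues. On simulated livers DESeq2 made 16 false calls where edgeR made 2. The simulation held no outlying fish and no correlation between genes, so this does not rank the methods on the real livers.

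When only the groups compared were fitted, counts were 943 for fasting in old WT males, 2232 for the genotype in young fed males, 0 in old fasted males (2838 at an unadjusted p under 0.05 in the fit of all groups) and 0 in old fasted females (2875), and 12 for males minus females. They were 6, 0 and 0 for the genotype effect of old minus young fish in fed males, fasted males (2227) and fasted females (2640), and 564 for the fasting response of Het minus WT in young males. For age in liver they were 3212 in fed WT males, 0 in fasted WT males (3292), 900 in fasted Het males and 288 in females. In muscle they were 4 for the genotype in young males and 204 and 78 for age in males and females. Of the fixed lists, 29 of 66 tests passed with camera at its preset correlation, 10 with fry and 0 with an estimated correlation, where the smallest adjusted p was 0.346. With the replicate block (fish number) the difference between tissues was called in 0 genes (1529 at an unadjusted p under 0.05).

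Across the fits that each left out 1 library, the fasting response ran from 813 to 2245 genes in young WT males, 1357 to 2372 in young Het males, 3414 to 5838 in old WT males and 4196 to 5642 in old Het males. The lowest were without fasted replicate 33, fasted 38, fed 5 and fasted 25. Its difference of old minus young WT males ran from 1 to 28, of Het minus WT in old males from 6 to 1543 and in young males from 98 to 336. The genotype effect in liver ran from 523 to 985 in young fed males, 75 to 2229 in old fed males, 0 to 1 in young fasted males, 6 to 151 in old fasted males, 0 to 0 in young fasted females (1374 at an unadjusted p under 0.05 with all libraries) and 6 to 577 in old fasted females. Its difference of males minus females ran from 85 to 1785. Its difference of old minus young fish ran from 0 to 658 in fed males, 1 to 508 in fasted males and 14 to 318 in fasted females. Age in liver ran from 616 to 1333 in fed WT males, 5 to 1178 in fasted WT males, 0 to 0 in fed Het males (1633), 573 to 2011 in fasted Het males and 392 to 2001 in females, and sex from 6838 to 7707. In muscle the genotype ran from 0 to 164 in old males and 0 to 2 in young females, and was 0 throughout in young males (945), old females (1255) and for males minus females (1518). Age ran from 629 to 3555 in males and 23 to 51 in females, age in males minus females was 0 throughout (1288), and sex ran from 272 to 947. The difference between tissues ran from 0 to 6.

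Results that reversed included the difference in fasting score of Het minus WT old males, from -0.061 without fasted WT replicate 18 to 0.200 without fasted WT replicate 20, aprt in muscle of young females, from -0.68 without WT replicate 29 to 0.0049 without WT replicate 30, and 2 of the fixed lists that passed with camera. Oxidative phosphorylation in the fasting response of old minus young WT males ran from -0.29 without fed old replicate 4 to 0.0257 without fasted old replicate 18. Ribosomal proteins in that of Het minus WT old males ran from -0.608 without fasted WT replicate 18 to 0.0725 without fasted WT replicate 20. Of the values that passed no threshold, the aprt difference between tissues ran from -0.14 without young WT female 29 to 0.10 without young WT female 30, and synthesis genes in the fasting response of young WT males from -0.245 without fasted replicate 32 to 0.0644 without fed replicate 47. Of the list calls, 19 of 29 with camera and 5 of 10 with fry held in every fit that left out a library, a test added after the data were examined. The number of aprt tests that passed when adjusted over the list alone was 9 of 10, 7 when only the groups compared were fitted, and 8 to 9 without 1 library. With 3 or 4 fish per group, the test recovered 9 of 97 simulated genes changed by 1 on the log2 scale in liver, so smaller effects of the genotype would mostly be missed.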

Other observations

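Of the tests in these paragraphs, the counts over other splits of the libraries were set before the results they measure were seen, and all the others were chosen after.

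Every comparison was set against other splits of the same libraries into groups of the same sizes, the real split included. For the fasting response, as many or more genes were called in 1 of 10 splits in young WT males, 1 of 35 splits in young Het males, 1 of 10 splits in old WT males and 1 of 35 splits in old Het males. With 3 fish against 3 there are 10 splits, so the share cannot fall below 0.1. For the genotype effect in liver it was 1 of 35 splits in young fed males, 2 of 35 splits in old fed males, 35 of 35 splits in young fasted males, 3 of 10 splits in old fasted males, 35 of 35 splits in young fasted females and 2 of 35 splits in old fasted females. For age in liver it was 1 of 10 splits in fed WT males, 2 of 10 splits in fasted WT males, 35 of 35 splits in fed Het males, 2 of 35 splits in fasted Het males and 4 of 100 splits in females, and for sex 1 of 100 splits. Where 0 genes were called, each split gives as many.

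In muscle the genotype gave 35 of 35 splits in young males, 10 of 10 splits in old males, 35 of 35 splits in young females and 35 of 35 splits in old females. Age gave 2 of 100 splits in males and 1 of 100 splits in females, its difference between the sexes 100 of 100 splits, the difference of the genotype effect between the sexes 100 of 100 splits and sex 1 of 100 splits. The genotype effect of muscle minus liver gave 100 of 100 splits. In this model of both tissues, with the replicate block (fish number), 0 genes were called (1529 at an unadjusted p under 0.05).

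Leukocyte marker genes were higher in old fish. Of 28 genes listed after the data had been seen, 25 were tested in liver and 24 of these were higher in old fish; in muscle 23 of 24 were. The mean difference in log2 CPM was 1.17 in liver (permutation p 0.00635, adjusted p over the 6 tests of marker lists 0.019) and 0.72 in muscle (permutation p 0.00366, adjusted p 0.019). Livers of old fish ran from -0.84 to 4.2 and those of young fish up to 0.01, so the mean rests on part of the old fish; the medians were -0.24 and -0.44. A larger amount of whole blood left in the liver is argued against by the erythroid markers, which were lower in old livers by -0.25 (permutation, adjusted p 0.034). These markers cannot tell leukocytes of the tissue from leukocytes in its blood. The 4 old fish highest in liver were also the 4 highest in muscle, of 13 with both tissues (exact p 0.0014), which argues against the dissection or library of 1 tissue. Of the abundant leukocyte genes in liver, ptpn6 averaged 3.82 in old and 2.79 in young fish and ptprc 1.95 and 0.691 (log2 CPM). Liver lck does not measure leukocytes alone, since it rose by 4.53 with fasting in young Het males, whose leukocyte values overlapped between fed and fasted fish, and the T cell genes zap70 and cd3e averaged -2.40 and -2.16. In all, 14 of the genes averaged over 0 log2 CPM in liver. A candidate explanation is more leukocytes in the tissues of some old fish, or in the blood within them (permutation, adjusted p 0.019 in both tissues). This is a hypothesis, since the pattern was found in these data. Exocrine pancreas markers differed by -0.57 in liver (adjusted p 0.177) and 0.07 in muscle (adjusted p 0.897), and erythroid markers by 0.13 in muscle (adjusted p 0.334).

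Liver and muscle of a fish deviated from their group means together. The mean correlation across genes, which are not independent replicates, was 0.199 over 27 fish and above 0 in 26. Shuffling the pairing within groups gave a p of 1e-04, the smallest that 10000 permutations can give, which argues against chance pairing. Genes with similar levels in both tissues, which RNA carried from a tissue into the other would move little, still gave a mean correlation of 0.23. This argues against carried RNA as the whole cause of the correlation. It does not test whether any RNA was carried over, since genes of a single tissue were left out. What the fish of a pair share, such as genotype at other loci or time of sampling, was not tested.

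Effects in fed livers were set against the fasting response of fish in neither of the compared groups, to see whether the fed fish differed in how recently they had eaten. Across genes, which are not independent replicates, the genotype effect in young fed males correlated with the fasting response of old Het males at r -0.369 (exact permutation of the fish, p 0.429) and of old WT males at 0.05 (p 0.943). The genotype effect in old fed males correlated with the response of young Het males at 0.373 (p 0.171) and of young WT males at 0.759 (p 0.0857). The age effect in fed WT males correlated with the response of young Het males at -0.665 (p 0.1) and of old Het males at -0.499 (p 0.2), and that in fed Het males with the response of old WT males at -0.247 (p 0.8286). The smallest adjusted p of the 7 was 0.35. Feeding state may contribute to the effects in fed livers (p 0.0857 at the smallest), but with so few splits of the fish this cannot be told apart from an effect of genotype or age.

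The library labelled Het replicate 21, an old female, had aprt at 11.92 CPM in liver, where the 3 WT fish ran from 10.51 to 12.65, and at 10.11 CPM in muscle. A mislabelled genotype could give this and cannot be told apart from variation in expression, since no other measure of genotype was used here. The fish was kept as labelled.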
